A study of Mus musculus with 31 samples.

How the data were processed

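RNA-seq libraries of mouse Ly6C-high monocytes were analysed: 3 from the blood of healthy mice, 3 from the blood of mice bearing Lewis lung carcinoma (LLC, a transplantable mouse lung tumor cell line) and 3 from LLC tumors. Per the labels, the cells were sorted as CD11b-positive, Ly6G-negative, Ly6C-high and MHC-II-negative, and RNA extracted with TRIzol was made into TruSeq libraries for a HiScanSQ sequencer. The series holds 31 samples, and the other 22 (ATAC-seq, CUT&Run and CUT&Tag of blood monocytes) were not analysed here. The column heads of the blood libraries carry the letters BM, which were read as blood monocyte because the sample titles name blood as the source; the tables themselves do not decide between that reading and bone marrow.

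The authors deposited a table of estimated read counts (expected counts, not normalized) with 24411 entries under gene symbols. Between 8.56% and 9.73% of its values per library were not whole numbers, as counts split between genes that share reads are. The aligner, the genome build and the annotation are not stated, so no coordinates are given. The deposited CPM table holds CPM values (counts scaled by the column total) for 10693 of these genes, with Ensembl identifiers, and how its genes were chosen is not stated. Whole reads were recovered from the CPM values alone: in every library 100% of the CPM values were whole multiples of a single read, and 100% equalled the rounded counts of the count table. These genes held 88.8% to 91.7% of the counts per library, and no ribosomal protein gene was among them. Among the entries, 27 symbols had been turned into dates and 4 had a duplicate symbol.

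Total counts ranged from 10457478 to 20706410 per library. Counts were rounded, and edgeR 4.0.16 (R 4.3.3) was run on all 9 libraries in one quasi-likelihood fit with the group as the only term, TMM normalization and the filterByExpr filter, which kept 12337 of the 18544 genes with a count. The 3 groups gave 3 comparisons. P-values were adjusted by Benjamini-Hochberg (BH) within each comparison, and a gene was called at an adjusted p under 0.05. All adjusted p-values of single genes come from this edgeR model unless another tool is named. The SE of a log2 fold change was derived from its test, as the absolute log2 fold change divided by the square root of the F statistic. For genes with few counts in a group it can lie below the counting error. Expression levels are CPM over all entries of the count table, given as mean and SD over 3 libraries. A gene at 3 counts or fewer in every library of a group was treated as at the floor, and its fold is then a lower bound computed against 3 counts. The floor lay between 0.145 and 0.287 CPM, and it covers counting error only.

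The genes named in the text were chosen by a rule: in each of the comparisons of LLC blood with healthy blood and of LLC tumor with LLC blood, the 4 genes with the largest positive and the 4 with the largest negative log2 fold change among the called genes with a mean of at least 20 CPM and no overlap between the libraries of the groups. The sorting markers Itgam, Ly6c1, Ly6c2, H2-Aa, H2-Ab1 and H2-Eb1 were added; the marker Ly6g is not in the table and was not used here. Members of a tested list were named only with their list, from at most the 3 members with the largest absolute change among those called and with a mean of at least 20 CPM over the 6 libraries compared. The comparisons, the tests of genes and gene lists, the naming rule, the gene lists, most marker lists and most alternatives were fixed before the data were examined. Tests on the sources of single patterns were in part chosen later, as stated with them.

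The 9 tested gene lists were interferon-stimulated genes, MHC class II genes, MHC class I presentation genes, hypoxia and glycolysis genes, inflammatory NF-kB target genes, tumor macrophage genes, granule protein genes, cell cycle genes and dissociation stress genes. All members were found in the table, some under older symbols. They were tested in 2 comparisons with camera (limma 3.58.1, correlation between genes set at 0.01), adjusted by BH over the 18 tests; fry and camera with an estimated correlation were the alternatives. Marker lists of neutrophils, T cells, B cells, NK cells, erythroid cells, platelets, LLC tumor cells, fibroblasts and endothelial cells served to look for reads of other cells. Lists for dendritic cells, Ly6C-low monocytes, osteoblasts and Y chromosome genes were added after the data had been seen and before they were tested. Trac, Trbc1, Trbc2, Ighm, Ighd, Igkc and Ahsp are not in the table and were not used here.

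The blood change and the tumor change were related across genes. Since the LLC blood libraries enter both comparisons with opposite sign, 100 data sets with 3 unchanged groups were simulated from the fitted dispersions. Shares in them were taken over as many genes with the smallest p-values as were called in the real data. The relation was also computed with disjoint LLC blood libraries. The pipeline was tested on simulated data in which 200 genes changed 2-fold in LLC blood: edgeR recovered 76.0% of them with 5 false calls (3.18% of its calls), limma-voom recovered 79.5% (4.22% false), DESeq2 recovered 89.0% (17.6% false), limma on log2(CPM + 1) recovered 75.5% (3.82% false) and edgeR with a replicate block recovered 75.0% (5.06% false). In the same data camera (adjusted p 2.40e-57) and fry (adjusted p 6.81e-06) called a list that had been moved, and neither called any of 9 lists that had not, a count of 0. Genes were drawn independently in these data, so the check could not show false list calls that come from correlation between genes.

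The alternatives were the size factors of DESeq2 and upper-quartile factors inside edgeR, DESeq2 1.42.0, limma-voom with sample quality weights, no filter on low counts, a mean of at least 50 counts, only the 6 libraries compared, the replicate number as a block in the fits of 9 and of 6 libraries, limma on the deposited CPM values with pseudocounts of 1 and 0.1, a stricter threshold of 0.01, an absolute log2 fold change of at least 1, and leaving out each library in turn. Alternatives chosen after seeing the data were edgeR on the whole reads recovered from the CPM table and scaling by library totals only. All other splits of the 6 libraries of a comparison into 3 and 3 were also fitted, 10 with the real one. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.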

Results

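Gene expression was measured by RNA-seq in 9 libraries of Ly6C-high monocytes, 3 each from the blood of healthy mice (healthy blood), the blood of LLC tumor-bearing mice (LLC blood) and LLC tumors (LLC tumor). Total counts were 13992707, 16277576 and 16310624 in healthy blood 1 to 3. They were 10457478, 14456530 and 20706410 in LLC blood, and 11075723, 11281239 and 11572944 in LLC tumor. The 10 most abundant genes took 6.10% to 8.69% of the counts. The labels give no sequencing batch, so a batch that follows the groups cannot be told apart from them.

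The libraries grouped by source. Principal component 1 of the log2 CPM values held 78.1% of the variance and separated tumor from blood, and component 2 held 9.45% and separated LLC blood from healthy blood. Pearson correlations across genes, which are not independent replicates, were 0.985 to 0.989 within healthy blood, 0.973 to 0.994 within LLC blood and 0.960 to 0.988 within LLC tumor. They were 0.956 to 0.968 between healthy blood and LLC blood, below every value within those groups. Between LLC blood and LLC tumor they were 0.780 to 0.850, and between healthy blood and LLC tumor 0.755 to 0.835.

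**Figure D1:**
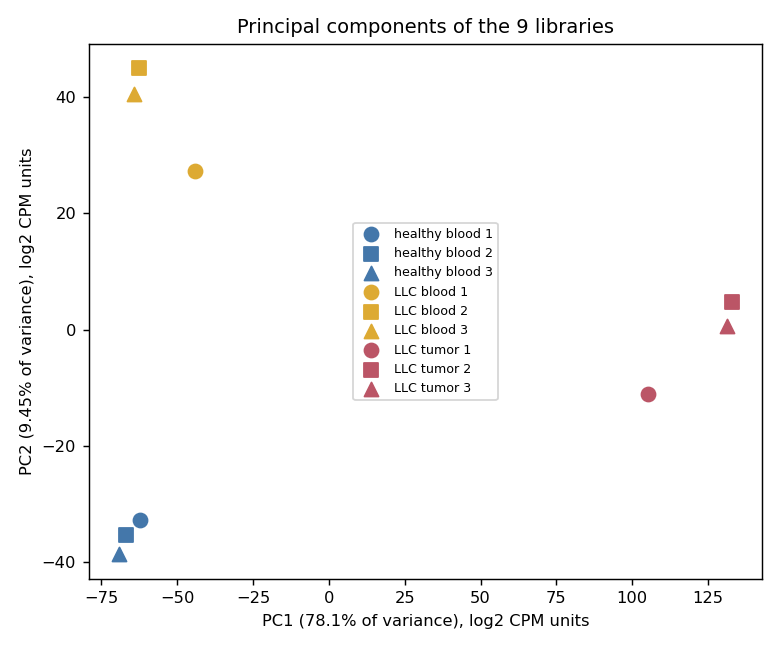
Principal components 1 and 2 of the log2 CPM values (axes in log2 units), with a point per library, coloured by group and shaped by replicate number. Component 1 (78.1% of the variance) separates the 3 LLC tumor libraries from the 6 blood libraries.

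The comparison of LLC blood with healthy blood asked what changes in circulating monocytes when a mouse carries a tumor. Of 12337 tested genes, 2917 were called (edgeR quasi-likelihood, BH), 1732 higher and 1185 lower in LLC blood. Of these, 769 changed at least 2-fold, 400 higher and 369 lower. Among the alternatives the count moved most, by ratio, with the threshold of an absolute log2 fold change of at least 1, to those 769. At an adjusted p under 0.01 it was 1386, and limma-voom with sample quality weights called 5884 genes. It was 5064 without LLC tumor 1 and 1494 without LLC blood 2. The balance of directions depended on scaling: 59.4% of the called genes were higher under TMM and 46.3% under upper-quartile factors.

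The genes with the largest changes in blood included several whose counts have a limit. Pira7 was listed at 0 in all healthy blood libraries and at 55.1 ± 4.46 CPM (SD, n = 3) in LLC blood, at least 283-fold higher (adjusted p 1.46e-05). Its paralog Pira1 was at 66.5 ± 9.73 CPM in healthy blood and listed at 0 in LLC blood, at least 312-fold lower (adjusted p 5.21e-05), while the sum of the pair was 59.5 to 77.6 CPM in healthy blood and 52.0 to 60.2 CPM in LLC blood. Naip7, which had counts shared with other genes in all 9 libraries, rose from 1.41 ± 0.280 to 62.8 ± 17.0 CPM (log2 fold change 5.46 ± 0.28 SE, adjusted p 1.46e-05). Zbed6, which lies within the span of another annotated gene, Zc3h11a, rose from 7.59 ± 0.812 to 92.4 ± 20.7 CPM (log2 fold change 3.58 ± 0.19 SE, adjusted p 1.46e-05). The files give no Ensembl identifier for Pira7, Pira1, Naip7 and Zbed6. Lrg1 (ENSMUSG00000037095) rose from 2.75 ± 3.48 to 100.2 ± 61.5 CPM (log2 fold change 5.13 ± 0.88 SE, adjusted p 0.00359). Gzmb (ENSMUSG00000015437), an NK cell marker, fell from 62.5 ± 40.7 to 4.85 ± 1.93 CPM (log2 fold change -3.66 ± 0.50 SE, adjusted p 0.00124). Gimap4 (ENSMUSG00000054435) fell from 41.1 ± 23.1 to 3.39 ± 1.28 CPM (log2 fold change -3.58 ± 0.48 SE, adjusted p 0.00111). Ccl5 (ENSMUSG00000035042) fell from 96.3 ± 31.1 to 8.08 ± 2.91 CPM (log2 fold change -3.57 ± 0.55 SE, adjusted p 0.00227). All 16 tested NK and T cell markers were lower in LLC blood by more than 1 on the log2 scale.

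**Figure D2:**
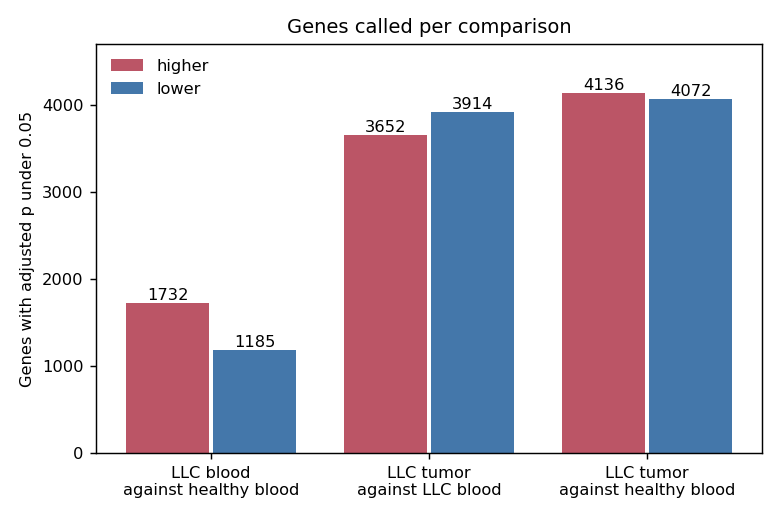
Number of genes with an adjusted p under 0.05 (edgeR) in each of the 3 comparisons, as bars for genes higher and lower in the group named before "against". LLC blood against healthy blood gave 2917 calls and LLC tumor against LLC blood 7566.

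Camera called 6 of the 9 gene lists in blood, 5 lower and 1 higher. Interferon-stimulated genes had a median log2 fold change of -0.60 (adjusted p 0.000184), with 35 of 37 members lower. No member was higher and 5 were lower at an adjusted p under 0.05 over all genes, and 2 were lower adjusted over the list alone. Among its called members with a mean of at least 20 CPM, Ifit3 fell most (log2 fold change -1.85 ± 0.57 SE, adjusted p 0.0451). That call was lost in 7 of 22 alternatives, each of which left out one library (-2.18 to -1.67). Ifit3 had counts shared with other genes in all 9 libraries. MHC class II genes had a median of -1.17 (adjusted p 0.00494), with 5 members lower over all genes and 8 lower and 1 higher adjusted over the list alone. That median was -0.77 without healthy blood 2. MHC class I presentation genes had a median of -0.44 (adjusted p 0.00374), with 6 members lower and 1 higher over all genes and 7 lower and 1 higher adjusted over the list alone. Inflammatory NF-kB target genes had a median of -0.40 (adjusted p 0.00854), or -0.38 with the 2 genes at the floor set to their bound and -0.65 without LLC blood 1. In that list 3 members were lower over all genes and 3 adjusted over the list alone. Granule protein genes had a median of 1.72 (adjusted p 0.000767), with 9 members higher and 1 lower over all genes and 11 higher and 1 lower adjusted over the list alone. Dissociation stress genes had a median of -0.73 (adjusted p 4.88e-05), with 6 members lower and 1 higher over all genes and 8 lower and 1 higher adjusted over the list alone.

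The lists of hypoxia and glycolysis genes (median 0.06, or 0.11 with the gene at the floor set to its bound), tumor macrophage genes (-0.37, or -0.29 with the gene at the floor set to its bound) and cell cycle genes (0.50) were not called in blood. Adjusted over the list alone, 0 hypoxia and glycolysis genes were called (4 higher and 1 lower at an unadjusted p under 0.05), 0 cell cycle genes were called (9 higher and 0 lower unadjusted), and 3 tumor macrophage genes were higher and 6 lower. Over all genes, 1 hypoxia and glycolysis gene was lower, 1 cell cycle gene higher, and 3 tumor macrophage genes were higher and 6 lower. Under fry only granule protein genes and dissociation stress genes were called in blood, and with the correlation estimated no list was called in either comparison. Other splits of the same 6 libraries gave 3 to 8 lists called by camera, against 6 in the real split, so a camera call alone did not set the real grouping apart.

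**Figure D3:**
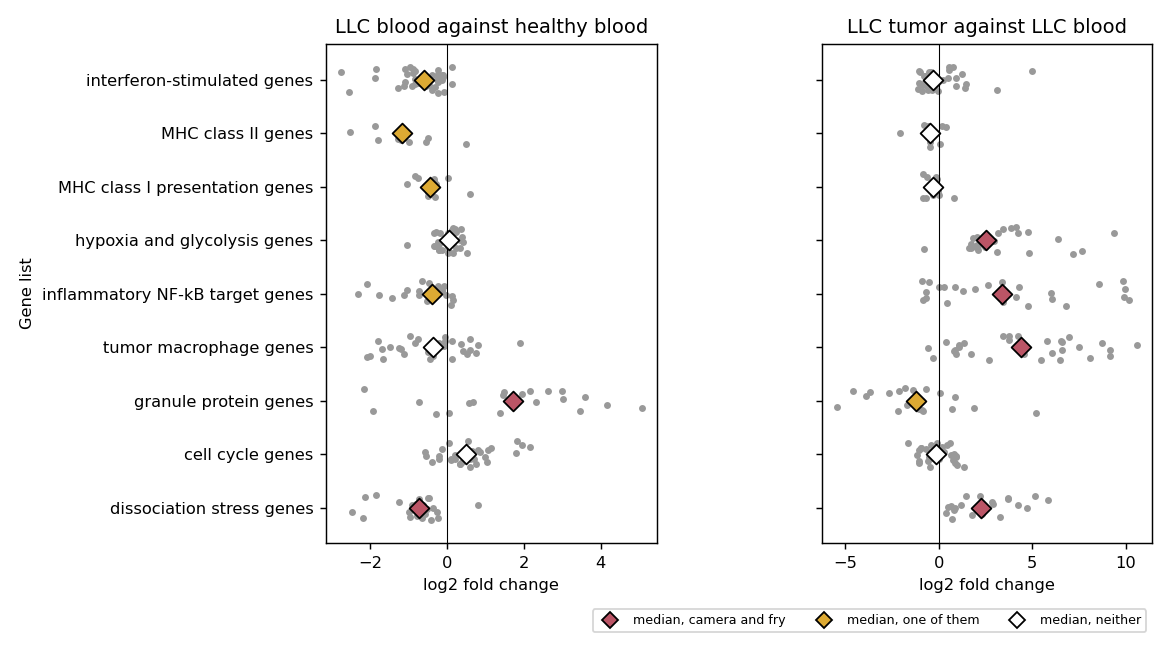
Log2 fold changes of the members of the 9 gene lists (grey points) and their medians (diamonds) in LLC blood against healthy blood and in LLC tumor against LLC blood. Red diamonds mark lists called by camera and fry, yellow by 1 of them, white by neither; the tumor macrophage median was 4.40 in the tumor comparison.

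The comparison of LLC tumor with LLC blood asked what changes in monocytes within the tumor. It called 7566 genes, 3652 higher and 3914 lower in tumor. At least 2-fold changes were found for 3538, 2131 higher and 1407 lower. The share higher was 48.3% under TMM and 36.3% with library totals only, a scaling that moved the median of all genes to -0.23 on the log2 scale.

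Nos2 (ENSMUSG00000020826) rose from 0.167 ± 0.187 to 198.7 ± 40.7 CPM (SD, n = 3). Its log2 fold change was 10.63 ± 0.38 SE (adjusted p 1.35e-07, edgeR). No LLC blood library had more than 4 counts of Nos2, and this log2 fold change ranged from 7.52 to 11.72 across the alternatives. Cxcl2 (ENSMUSG00000058427) rose from 2.01 ± 2.43 to 1728 ± 486 CPM (log2 fold change 10.19 ± 0.78 SE, adjusted p 4.84e-06) and had counts shared with other genes in all 9 libraries. Mmp3 (ENSMUSG00000043613) was at the floor in LLC blood and at 106.1 ± 63.9 CPM in tumor, at least 498-fold higher (adjusted p 6.09e-06). Cxcl1 (ENSMUSG00000029380) was at the floor in LLC blood and at 82.4 ± 10.1 CPM in tumor, at least 387-fold higher (adjusted p 2.08e-07). The hemoglobin genes Hba-a1 (ENSMUSG00000069919) and Hbb-bs (ENSMUSG00000052305), which had counts shared with other genes in 7 libraries each, had log2 fold changes of -8.78 ± 0.99 SE (adjusted p 5.52e-05) and -7.48 ± 0.98 SE (adjusted p 0.000136). Their CPM fell from 241.7 ± 196.7 to 0.465 ± 0.586 and from 186.5 ± 153.9 to 0.906 ± 0.798. Nat8l (ENSMUSG00000048142) fell from 86.0 ± 24.7 to 4.03 ± 0.792 CPM (log2 fold change -4.22 ± 0.23 SE, adjusted p 6.53e-07). Hpgd (ENSMUSG00000031613) fell from 60.1 ± 12.5 to 3.85 ± 0.578 CPM (log2 fold change -3.76 ± 0.20 SE, adjusted p 6.37e-07).

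Camera called 4 lists in the tumor comparison, all higher and all called under fry as well. Hypoxia and glycolysis genes had a median of 2.52 (adjusted p 1.77e-28), with 28 members higher and 1 lower, over all genes and adjusted over the list alone. Among its called members with a mean of at least 20 CPM, Vegfa had the largest change (log2 fold change 9.36 ± 0.61 SE, adjusted p 1.97e-06). Inflammatory NF-kB target genes had a median of 3.37 (adjusted p 4.12e-05), with 18 members higher and 5 lower, over all genes and adjusted over the list alone. Tumor macrophage genes had a median of 4.40 (adjusted p 4.21e-23), with 27 members higher and 1 lower, over all genes and adjusted over the list alone. Dissociation stress genes had a median of 2.25 (adjusted p 9.36e-08), with 22 of 23 members higher, over all genes and adjusted over the list alone. Of those with a mean of at least 20 CPM, Ier3 changed most (log2 fold change 5.84 ± 0.15 SE, adjusted p 5.14e-08). Granule protein genes had a median of -1.22 and were called by fry but not by camera (11 members lower and 2 higher over all genes, 12 and 3 adjusted over the list alone).

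Interferon-stimulated genes (median -0.29), MHC class II genes (-0.48), MHC class I presentation genes (-0.33) and cell cycle genes (-0.14) were not called in tumor against LLC blood. Adjusted over the list alone, 4 interferon-stimulated genes were higher and 12 lower, 3 MHC class II genes were lower, 1 MHC class I presentation gene was higher and 6 lower, and 0 cell cycle genes were called (3 higher and 3 lower at an unadjusted p under 0.05). Over all genes, 5 interferon-stimulated genes were higher and 12 lower, 3 MHC class II genes were lower, 1 MHC class I presentation gene was higher and 6 lower, and 2 cell cycle genes were higher and 3 lower. All 10 splits of these 6 libraries gave 4 or more lists called by camera, as many as the real one.

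LLC tumor against healthy blood, which spans both steps, called 8208 genes, 4136 higher and 4072 lower, of which 3989 changed at least 2-fold. The sorting markers changed as well. Itgam, which encodes CD11b, was at 921.6 ± 28.1, 1439 ± 88.7 and 3405 ± 278.0 CPM (SD, n = 3) in healthy blood, LLC blood and LLC tumor, a log2 fold change of 2.08 ± 0.15 SE from healthy blood to tumor (adjusted p 3.16e-06). Its rise in blood (0.62 ± 0.15 SE, adjusted p 0.0154) was no longer called in 4 of the 9 fits that each left out one library: without healthy blood 2 or 3 or LLC blood 2 or 3, where it was 0.56 to 0.60. Ly6c2, which like Ly6c1 had counts shared with other genes in all 9 libraries, was at 1669 ± 85.4, 1153 ± 74.3 and 357.7 ± 103.3 CPM. Its change in blood was not called (log2 fold change -0.56 ± 0.24 SE, adjusted p 0.123), while that from LLC blood to tumor was (-1.45 ± 0.24 SE, adjusted p 0.000675). Ly6c1 was at 99.3 ± 6.40, 67.4 ± 3.44 and 56.9 ± 30.03 CPM and was called in tumor against healthy blood alone (log2 fold change -0.67 ± 0.24 SE, adjusted p 0.0333), a call lost without any one of the healthy blood libraries (-0.72 to -0.65), LLC tumor 1 (-0.49) or LLC tumor 3 (-0.53).

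The MHC class II sorting markers were lower in LLC blood than in healthy blood, with log2 fold changes of -1.80 ± 0.45 SE for H2-Aa (adjusted p 0.0188), -1.29 ± 0.33 SE for H2-Ab1 (adjusted p 0.0195) and -1.88 ± 0.56 SE for H2-Eb1 (adjusted p 0.0392). With one library left out, H2-Aa and H2-Ab1 lost that call in 4 of 9 fits (without healthy blood 2 or 3 or LLC blood 2 or 3) and H2-Eb1 in 5 (also without LLC blood 1). Each fell least without healthy blood 2 (-1.53, -1.08 and -1.41), whose B cell markers summed to 209.4 CPM against 23.5 and 31.8 in the other healthy blood libraries. H2-Aa was at 183.9 ± 69.9, 54.0 ± 19.99 and 34.1 ± 22.2 CPM in healthy blood, LLC blood and LLC tumor. None of the 3 was called between LLC blood and tumor.

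**Figure D4:**
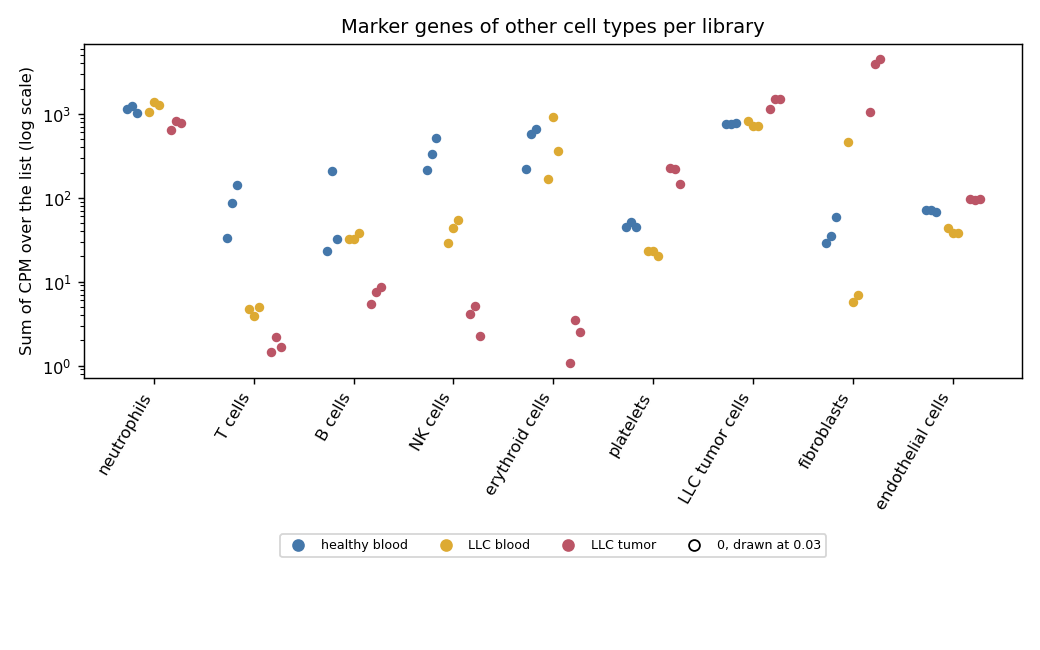
Sum of the CPM of the marker genes of 9 other cell types on a log axis, with a point per library coloured by group. Fibroblast markers sum to 467.6 CPM in LLC blood 1 against 5.74 and 7.003 in the other LLC blood libraries, and B cell markers to 209.4 CPM in healthy blood 2.

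**Figure D5:**
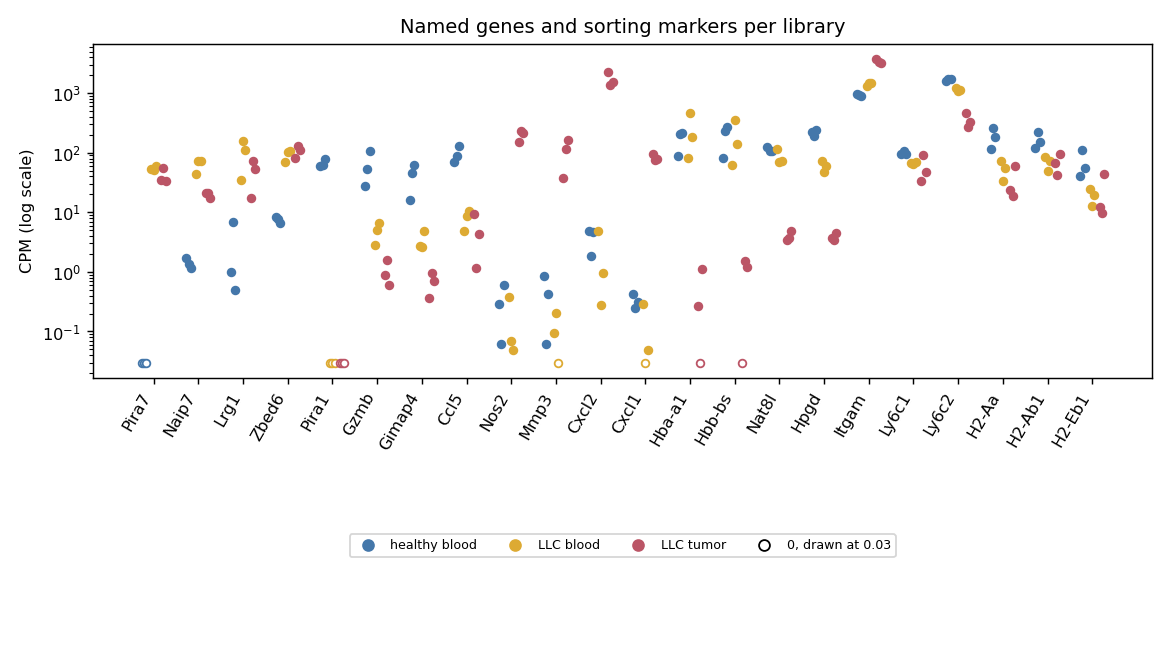
CPM on a log axis per library for the genes named by rule and the sorting markers, coloured by group, with open circles for values of 0. Pira1 and Pira7 show complementary zeros, and Ly6c2 falls from 1669 to 357.7 CPM between the means of healthy blood and LLC tumor.

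The series title speaks of preconditioning in the periphery and the response in the tumor, so the blood change was set beside the tumor change. Across the 12337 genes the log2 fold changes in LLC blood against healthy blood and in LLC tumor against LLC blood had a Spearman rho of -0.08 and a Pearson r of -0.11. In 100 simulated data sets with no change, the shared LLC blood libraries alone gave a mean rho of -0.45 (range -0.47 to -0.42) and a mean r of -0.49. With disjoint LLC blood libraries the mean rho was -0.05. The value moved most with no filter on low counts, to -0.18. Genes are not independent replicates, and no test was made. Every fold change in the simulated data was noise, so the simulated values are not a baseline for data in which many genes were called.

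Of the 2917 genes called in blood, 42.0% changed in the same direction from LLC blood to tumor. At most 3 genes were called in blood in any simulated data set, so the 2917 genes with the smallest p-values there were taken instead, and 18.7% of them (16.4% to 20.7%) changed in the same direction. With disjoint libraries, where 2706, 1557 and 1660 genes were called in blood, the shares were 49.9%, 37.8% and 38.7%, a mean of 42.1%. Among the genes called higher in blood, 423 were called higher again in tumor against LLC blood, 731 were called lower and 578 were not called. Among those called lower in blood, 361 were called lower again, 404 were called higher and 420 were not called. Of the 2917, 60.4% were also called in the same direction in tumor against healthy blood, comparisons that share the healthy blood libraries. In the simulated data, 66.9% (65.0% to 69.3%) of the 2917 genes with the smallest p-values in blood had the same direction and were among the 8208 with the smallest p-values in tumor against healthy blood. The simulated shares come from noise and shared libraries alone, so no excess or deficit of the observed shares is read from them. The 1761 retained genes were 21.5% of the 8208 called in tumor against healthy blood, while 442 were called in the opposite direction and 714 were not called there.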

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

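Where the text below gives no reason for a change between settings, the cause was not tested. No gene called in a comparison and tested under an alternative changed its direction while being called there, a count of 0 in each comparison and setting. The counts of called genes for the tumor comparisons stayed within 1.5 times of their values under every alternative except the fold-change threshold, and the count for LLC blood against healthy blood did not.

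For LLC blood against healthy blood, limma-voom with sample quality weights called 5884 genes (3003 higher, 2881 lower), only the 6 libraries compared gave 4889 (2411 lower), and the replicate block in those 6 gave 4820 (2386 lower). In these fits 2904, 2877 and 2870 of the 2917 genes were called again. The LLC tumor libraries spread more than the blood libraries, and leaving them out or weighting libraries changes the shared estimate of the spread by construction. An adjusted p under 0.01 kept 1386 genes (967 higher, 419 lower). An absolute log2 fold change of at least 1 kept 769 genes (400 higher, 369 lower) there, 3538 (2131 higher, 1407 lower) in tumor against LLC blood and 3989 (2426 higher, 1563 lower) in tumor against healthy blood. Both thresholds are stricter by construction.

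Across the 9 fits that each left out one library, the blood comparison gave 1494 genes (without LLC blood 2) to 5064 (without LLC tumor 1), with 1019 (without healthy blood 2) to 2181 (without LLC tumor 1) higher and 467 (without LLC blood 2) to 2883 (without LLC tumor 1) lower. It was 1873 without healthy blood 2, 1697 without healthy blood 3 and 1577 without LLC blood 3. Of the 2917 genes, 1482 were called again without LLC blood 2 and 2905 without LLC tumor 1. Tumor against LLC blood gave 6896 to 8636 genes and tumor against healthy blood 7571 to 9423.

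Scaling changed the balance of directions. In blood 59.4% of the called genes were higher under TMM, 56.7% under the size factors of DESeq2 in edgeR, 46.3% under upper-quartile factors and 58.8% with library totals only. In tumor against LLC blood these shares were 48.3%, 53.0%, 45.1% and 36.3%, and in tumor against healthy blood 50.4%, 53.3%, 44.1% and 40.6%. Library totals only, chosen after seeing the data, moved the median log2 fold change of all genes to -0.23 and -0.17 in these tumor comparisons, and upper-quartile factors moved it to -0.10 in tumor against healthy blood. No statement on the balance of higher and lower genes is made beyond this. The edgeR fit of the whole reads recovered from the CPM table, also chosen after seeing the data, called 2584, 6792 and 7236 genes, of which 2489, 6522 and 6959 were the same genes.

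Replicate numbers were checked as pairs. After removing group means, libraries with the same number correlated at 0.297, 0.181 and 0.07 between healthy blood and LLC blood. They correlated at 0.076, 0.050 and 0.092 between healthy blood and LLC tumor, and at -0.08, 0.120 and -0.137 between LLC blood and LLC tumor. The signs differed only between LLC blood and LLC tumor, so the numbers do not mark pairs throughout and no block was used. Healthy blood and LLC blood libraries with different numbers correlated at -0.308 to 0.165. A batch that follows the replicate number in the blood comparison is therefore not excluded. With the replicate block in the fit of 9 libraries, 2788, 7455 and 8092 genes were called.

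Among the sorting markers, the fall of Ly6c1 in blood was called with quality weights (-0.61), only the 6 libraries (-0.59) and the block in those 6 (-0.59), and ranged from -0.64 (without LLC tumor 1) to -0.54 with one library left out, called without LLC tumor 1 or 2. The fall of Ly6c2 in blood was called with quality weights (-0.60), only the 6 libraries (-0.57), the block in those 6 (-0.57), limma on CPM with either pseudocount (-0.56 and -0.56) and library totals only (-0.53), and ranged from -0.61 (without LLC tumor 1, called) to -0.52. Ly6c1 in tumor against healthy blood lost its call with only the 6 libraries (-0.67) and ranged from -1.09 (without LLC tumor 2) to -0.49 (without LLC tumor 1); the call was lost without each healthy blood library and without LLC tumor 1 or 3. Ly6c1 in tumor against LLC blood ranged from -0.51 (without LLC tumor 2, called) to 0.15 (without LLC tumor 1), and was 0.052 without LLC tumor 3. The rise of Itgam in blood ranged from 0.56 (without healthy blood 2) to 0.68 and was not called without healthy blood 2 or 3 or LLC blood 2 or 3.

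For the MHC class II markers in blood, H2-Aa ranged from -2.07 to -1.53, H2-Ab1 from -1.47 to -1.08 and H2-Eb1 from -2.15 to -1.41 with one library left out, each with the smallest fall without healthy blood 2. The calls were lost without healthy blood 2 or 3 or LLC blood 2 or 3, and for H2-Eb1 also without LLC blood 1. H2-Eb1 in blood lost its call with the replicate block (-1.90). In tumor against healthy blood H2-Eb1 lost its call with DESeq2 (-1.45), only the 6 libraries (-1.49) and the block in those 6 (-1.60), and ranged from -2.40 (without LLC tumor 3) to -0.998 (without healthy blood 2), not called in 5 of the 9 fits: without healthy blood 2 or 3, LLC blood 3 or LLC tumor 1 or 2. Between LLC blood and tumor none of these markers had a settled direction. H2-Aa was at 0.0093 with quality weights. H2-Ab1 was at -0.080 and -0.081 in limma on CPM, at -0.021 with library totals only, and ranged from -0.057 (without LLC tumor 3) to 0.47 (without LLC tumor 2), and was -0.042 without LLC blood 2. H2-Eb1 was at -0.072 and -0.086 in limma on CPM and ranged from -0.52 (without LLC tumor 3) to 0.78 (without LLC tumor 2).

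Under fry, the blood lists of interferon-stimulated genes (-0.60), MHC class II genes (-1.17), MHC class I presentation genes (-0.44) and NF-kB target genes (-0.40) lost their calls, and granule protein genes in tumor (-1.22) gained one. With the correlation estimated, these 4 and granule protein genes (1.72) and dissociation stress genes (-0.73) in blood lost their calls, as did hypoxia and glycolysis genes (2.52), NF-kB target genes (3.37), tumor macrophage genes (4.40) and dissociation stress genes (2.25) in tumor. These tests leave the medians as they are. Cell cycle genes in blood became called with quality weights (0.67), with no filter on low counts (0.51), with the block (0.52) and with the block in 6 libraries (0.51). Granule protein genes in tumor became called with no filter (-1.29), the block (-1.24) and the block in 6 libraries (-1.06). MHC class I presentation genes in tumor became called with quality weights (-0.43), limma on CPM (-0.57 and -0.57) and library totals only (-0.55). Interferon-stimulated genes in tumor became called with quality weights (-0.57), and cell cycle genes in tumor changed sign there (0.030).

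With one library left out, lists that changed a call or sign were cell cycle genes in blood (0.24 without healthy blood 1 to 0.99 without healthy blood 3, called there and without LLC blood 1 or LLC tumor 1), interferon-stimulated genes in tumor (-0.74 without LLC tumor 1, called, to 0.012 without LLC tumor 2), MHC class I presentation genes in tumor (-0.51 without LLC tumor 1, called, to -0.18 without LLC tumor 2) and cell cycle genes in tumor (-0.52 without LLC blood 1 to 0.28 without LLC blood 2, and 0.27 without LLC tumor 1). Tumor macrophage genes in blood ranged from -0.44 to -0.10 (without healthy blood 1) and were called without healthy blood 3 (-0.36). Granule protein genes in tumor ranged from -1.62 to -1.12 and were called without LLC blood 1 (-1.46). The NF-kB median in blood was -0.65 without LLC blood 1 and the MHC class II median -0.77 without healthy blood 2.

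The relation of the blood change to the tumor change was -0.18 with no filter on low counts and ranged from -0.17 to -0.03 with one library left out. Over the same fits the same-direction share ranged from 39.0% to 47.6% and the retained share from 57.0% to 65.8%. For single genes, sorting markers included, each change of a gene in a comparison was counted once per setting. Among these values 8 lost a call, 9 gained one and 6 changed sign across the settings, and 78, 4 and 5 did so across the fits with a library left out. Pira7, Pira1, Naip7 and Zbed6 are absent from the CPM table, so the settings based on it gave no value for them. DESeq2 gave no value for the list tests, which need the edgeR or limma fit. Depth limits the genes at the floor: a count of 0 allowed up to 0.287 CPM in LLC blood 1, the least deeply sequenced library.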

Other observations

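The tests on NK and T cell, B cell, neutrophil, Ly6C-low monocyte, fibroblast and LLC cell patterns were chosen only after the result was seen. So were those on collagen, osteoblast, erythroid, platelet and dissociation patterns, and the fry counts over other splits. The others were written down before they were run. Among these, the dendritic cell and Y chromosome lists were added after the data had been seen, and the Pira and Xist patterns came from the data. The osteoblast, neutrophil and Ly6C-low monocyte tests were changed after a first version had been seen, and both versions are given. Single genes named here beyond the naming rule are members of marker lists or were chosen after their values were seen. GC content and gene length were not tested as sources of any pattern, and where a pattern follows the groups the design leaves a biological difference between the groups open and untested.

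Other splits of the 6 libraries of each comparison into 3 and 3 were fitted, 10 with the real one. In LLC blood against healthy blood, in LLC tumor against LLC blood and in LLC tumor against healthy blood, 1 of 10 splits, the real one, gave as many called genes. The other splits gave 0 called genes, with 53 to 429, 28 to 761 and 31 to 740 genes at an unadjusted p under 0.05, against 4536, 8054 and 8577 in the real ones. For lists called by camera, 7 of 10 splits gave as many in the blood comparison and 10 of 10 in the tumor comparison. For lists called by fry, 1 of 10 splits gave as many in each. A share under 0.1 cannot arise with 10 splits. Every other split mixes the groups and so puts the group difference into the spread, which by itself lowers the counts of called genes and fry lists, so these low counts do not set the real grouping apart.

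Pira1 was counted in healthy blood alone and Pira7 in the other 6 libraries alone. Reads shared between gene copies may have been assigned differently in the healthy blood libraries. If so, large changes should gather among genes with shared reads in the blood comparison. Their odds ratio for a large change was 0.962 in LLC blood against healthy blood and 0.940 in LLC tumor against LLC blood, a ratio of 1.02, where 2 had been set as the mark. This test covers all sharing genes and leaves the Pira pair open. The sum of the pair was 59.5, 62.4 and 77.6 CPM in healthy blood, 53.0, 52.0 and 60.2 in LLC blood, and 34.9, 56.2 and 34.0 in LLC tumor. Across all genes, 5 had at most 3 counts in every library on one side of healthy blood against the rest and at least 30 in every library on the other: Pira1, Pira7, Tgoln2, Gm10052 and 4930565N06Rik, chosen after their values were seen. Of the other 81 sets of 3 libraries that are not a group, none had more than 2 such genes. The ratio of Hba-a2 to Hba-a1 also differed, at 32.9% to 58.2% in healthy blood and 2.58% to 6.60% in LLC blood. A difference in read assignment, in strain or in expression cannot be told apart for these genes, because each follows the groups.

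NK and T cell markers were lower in LLC blood than in healthy blood. Of the tested markers, 16 of 16 had a log2 fold change under -1, with a median of -3.17. This count restates the pattern and cannot test its source. NK and T cell reads in the healthy blood libraries stay an untested candidate source. NK cell markers summed to 214.2, 334.4 and 514.8 CPM in healthy blood, 29.3, 44.1 and 54.1 in LLC blood and at most 5.14 in LLC tumor, and T cell markers to 33.02, 86.1 and 142.0 CPM in healthy blood and at most 5.02 in LLC blood. The most abundant marker, Gzma, reached 226.3 CPM in healthy blood 3. Gzmb, Ccl5 and Gimap4 may owe their fall to such reads; monocytes themselves were not tested for these genes.

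MHC class II genes were lower in LLC blood than in healthy blood. B cell reads in healthy blood 2, where B cell markers summed to 209.4 CPM against 23.5 and 31.8, do not account for the whole: without that library the list median was -0.77, not near 0. They may account for a part, since the median with all libraries was -1.17. Ly6C-low monocyte reads cannot be told apart from a change in the monocytes. Of the tested markers with a healthy mean under 100 CPM, 2 of 5 had a log2 fold change under -1 and 5 of 5 were lower. Over the full list 2 of 8 were under -1 and 8 of 8 lower (median -0.55), but Ace, Spn and Treml4 are abundant enough in these cells to hide a small share. Dendritic cell reads cannot be told apart from a change in the monocytes, as 3 of 6 tested markers were under -1 (Clec9a, Cd209a and Siglech). In healthy blood Cd209a was at 27.8 to 41.1 CPM, while Clec9a and Siglech were at most at 4.72 and 2.64 CPM. Dendritic markers summed to 73.0 to 86.0 CPM in healthy blood and 24.9 to 40.2 in LLC blood. Of the MHC class II list, 3 genes are also sorting markers, and the cells were sorted as negative for the protein.

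Granule protein genes were higher in LLC blood. Neutrophil reads in the LLC blood libraries may contribute. Of the tested neutrophil markers with a healthy mean under 100 CPM, 3 of 6 had a log2 fold change over 1, and 3 of 9 did over the full list. By the mark used, the full list alone would have argued against such reads, so leaving them open rests on the later cut at 100 CPM. Of these 3, Il1r2 was called, while S100a8 and S100a9, which are also in the granule list, were not (adjusted p 0.0942 and 0.479, edgeR). Such reads therefore cannot be told apart from expression in the monocytes. The granule list shares 5 genes with the neutrophil list, and monocytes express several of the neutrophil markers. Neutrophil markers summed to 1022 to 1244 CPM in healthy blood and 1064 to 1392 in LLC blood. Lrg1, named among the largest rises in blood, was highest in replicate 2 of each group, as was S100a8. Neutrophil reads may therefore contribute to its rise, which was not tested. LLC blood 1 had less S100a8 than healthy blood 2 (49.9 against 61.3 CPM) but more Lrg1 (34.5 against 6.76 CPM).

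Fibroblast markers were higher in LLC tumor 2 and 3 (3982 and 4491 CPM in sum) than in LLC tumor 1 (1061 CPM). Of the markers, 9 of 10 were at least 2 times as high in both. This count restates the pattern, so reads of fibroblasts in differing shares stay an untested candidate source. The most abundant marker, Col3a1, was at 713.3, 2801 and 3100 CPM. Reads of LLC cells in differing shares could contribute as well, and 6 of 10 LLC cell markers were at least 2 times as high, which leaves that open because LLC cells and fibroblasts share such genes. LLC cell markers summed to 1141, 1511 and 1504 CPM in tumor and 710.2 to 825.4 CPM in blood, most of it S100a6, which blood monocytes express. Mmp3, named among the largest rises in tumor, was at 38.3, 114.6 and 165.3 CPM in LLC tumor 1 to 3. That is the order of the fibroblast marker sums, so reads of other cells may contribute to its rise, which was not tested.

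Col1a1 (212.2 CPM) and Col1a2 (130.6 CPM) were counted in LLC blood 1 and were at or under 0.286 CPM in the other blood libraries. Reads carried over from the LLC tumor libraries were argued against: the ratio of Col1a1 to Col3a1 was 3.71 in LLC blood 1 and 0.0190 to 0.0417 in the tumor libraries. Osteoblasts were argued against by a sum of 0 CPM over Bglap, Bglap2, Ibsp, Sp7 and Alpl, where a count of 0 allows up to 0.287 CPM per gene and 10 CPM had been set as the mark. In the first version of that test, 2 of 3 osteoblast markers at 1 CPM or more in a blood library were at least 5 times as high in LLC blood 1 as in any other blood library. Another cell type that makes type I collagen stays open and was not tested. Osteoblast markers as a whole summed to 52.9 CPM in LLC blood 1 and 42.7 to 51.3 in the other blood libraries.

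Erythroid markers were lower in LLC tumor than in LLC blood: 6 of 6 tested markers had a log2 fold change under -1, with a median of -7.29. This count restates the pattern, so red cell reads in the blood libraries stay an untested candidate source. Erythroid markers summed to 222.8 to 651.6 CPM in healthy blood, 168.7 to 922.9 in LLC blood and 1.08 to 3.46 in LLC tumor. Hba-a1 and Hbb-bs, named among the largest falls, belong to this list.

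Pf4 and Ppbp were higher in LLC tumor (70.5 to 119.1 and 66.0 to 110.4 CPM) than in LLC blood (at most 0.968 and 2.14 CPM). Platelet reads were argued against, since 0 of the 5 other tested platelet markers had a log2 fold change over 1 and their median was -1.19. Expression in the sorted tumor cells stays open as an untested hypothesis. Endothelial markers summed to 94.1 to 96.7 CPM in tumor, 37.8 to 43.4 in LLC blood and 68.5 to 71.8 in healthy blood, and no test was made on them.

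Xist was at 352.5, 351.4 and 341.7 CPM in healthy blood, 739.4, 866.8 and 862.9 in LLC blood, and 879.0, 1333 and 1181 in LLC tumor (log2 fold change in blood 1.21, adjusted p 0.000131 by edgeR). Male cells mixed into healthy blood were argued against, as the Y chromosome genes summed to 0 CPM in each healthy blood library, where a count of 0 allows at most 0.214 CPM. What else could lower Xist was not tested.

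Dissociation stress genes were higher in LLC tumor than in LLC blood, with 23 of 23 members positive. Handling of the tumor tissue before sorting may raise these genes, and so may the tumor itself. The design gives the tumor libraries that handling alone, so these cannot be told apart. The same list was lower in LLC blood than in healthy blood (median -0.73) and was called there by camera and fry. A difference in handling between the blood groups would follow the groups, so it cannot be told apart from an effect of the tumor and was not tested.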
